A study of Bacteria with 611 samples. Its data were reported in "Effects of Diet on Resource Utilization by a Model Human Gut Microbiota Containing Bacteroides cellulosilyticus WH2, a Symbiont with an Extensive Glycobiome" (2013).

How the data were processed

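Gnotobiotic male C57BL/6J mice carrying a defined community of 12 sequenced human gut bacteria were fed 2 chows in alternation, and community DNA from feces and cecal contents was sequenced to count the reads of each member (COPRO-Seq). LF/HPP is a standard chow with little fat and many plant polysaccharides, and HF/HS is a chow high in fat and simple sugars. Per the labels, diets were switched at days 14 and 28 after colonization, and each mouse ended on the diet it began with. Mice given LF/HPP, HF/HS and LF/HPP in turn are called LF-first here, and mice given the opposite order HF-first. Groups were taken from the labelled experiment (E1 or E2), diet order, day, mouse and collection site.

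Total DNA was released by bead-beating in phenol and chloroform, sheared by sonication, ligated to barcoded adapters and sequenced on Illumina Genome Analyzer instruments. The authors trimmed the demultiplexed reads and aligned them to the 12 reference genomes; the aligner is not stated. Each deposited file holds, per genome, the unique hit count, a normalized signal and the fraction of the community. The deposited count is the whole number of reads placed on one genome only. According to the file legend, the authors made the deposited normalized signal by adjusting that count for how much of each genome can be mapped uniquely. In all libraries this signal was the count times a constant per genome, which ranged from 0.144 for B. cellulosilyticus WH2 to 0.435 for C. aerofaciens. The fraction deposited by the authors is the signal of a genome over the sum of all 12 in the library. Relative abundance here is that fraction in percent. It describes composition only: a rise of one member lowers the others, and total bacterial load was not used here.

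No library was left out of the data; each comparison used the libraries of its days, and pace, by a rule fixed before the data were examined, only mice with all days of a switch, which left out E1 HF-first mouse 11 (no day 29) at the second switch. No pair of libraries shared the same counts. Depth was taken as the sum of unique hits. Exact Clopper-Pearson 95% intervals, two-sided, were used for single shares, including the upper end for a count of 0. For the depth that the presence limit needs, the separate approximate rule was used that a count of 0 allows up to 3 reads of the total. PCR reads without molecular identifiers are not independent molecules, so intervals and limits cover counting error only. The authors' presence limit of 0.003% was kept, and values are printed below it only as measured. For D. longicatena, the share that 3 reads stand for lay at or under this limit in 158 of 221 E1 libraries and in 385 of 390 E2 libraries.

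Group means were compared in percent with two-sided exact permutation tests that enumerated all reassignments of mice, or of day labels for 2 days of one group. The smallest p such a test can give was 0.000583 for 7 against 7 mice and 0.000155 for 7 against 8 or 8 against 8. Benjamini-Hochberg adjustment covered each kind of comparison: 72 tests of diet at the end of a phase, 96 of change across a switch, 48 of day 42 against day 13, 48 of the same diet with another history, 48 of cecum against feces and 72 of E2 against E1. An adjusted p under 0.05 was called. Community composition was compared with PERMANOVA on Hellinger distances, with all reassignments enumerated, and displayed by principal coordinates analysis (PCoA) of all 611 libraries. Pace was the percent fall in Hellinger distance to the new phase's end, from the old end to 1, 2 and 5 days after switching. It can be negative, and day-to-day scatter lowers its ceiling unequally by group. Correlations across species used 100000 permutations. Effects were compared between experiments by a permutation p of the difference of effects.

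The tests and the rule for named species were fixed before the data were examined. All 12 species are given at day 13. Elsewhere the species past an adjusted p of 0.05 are named, with full values for the 4 of largest absolute difference in percent, and B. caccae, B. ovatus, B. thetaiotaomicron, B. cellulosilyticus WH2 and D. longicatena are always given. Species were grouped as Bacteroidetes (7 members, the Bacteroides species and P. distasonis), Firmicutes (4 members: C. scindens, C. spiroforme, D. longicatena and R. obeum) and Actinobacteria (C. aerofaciens).

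Days 13, 27 and 42 of a group, and its feces and cecum, came from the same animals, so mouse numbers pair these samples. The study's methods name no block and no test of abundance between such days or sites (its unpaired test of 2 days concerned RNA), so the main test, fixed beforehand, had no block, and an exact sign-flip test with the mouse as a replicate block was the alternative. As a check, the correlation over species of a mouse's 2 deviations from the group means had a median over mice of 0.785 (E1 LF-first), 0.909 (E1 HF-first), 0.731 (E2 LF-first) and 0.475 (E2 HF-first) for cecum with feces. Between days 13 and 27 it was 0.494, 0.475, 0.194 and -0.0550 in the same order. The smallest p of the blocked test was 0.0156 with 7 mice and 0.00781 with 8. Whether it passes after adjustment depends on how many tests reach it, and for the cecum it did not (smallest adjusted p 0.0577). Mouse numbers of E1 and E2 denote different animals and were not paired.

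The instrument, run and lane of each library were read from the deposited file names. E1 was sequenced on the GAI (40 libraries, all LF-first) and GAII models and E2 on the GAIIx. In E1 the mice of one diet contrast lay in 8 or 9 runs, of which 2 held both diets. In E2 they lay in 1 run at days 13 and 42 and in 2 runs at day 27, each of which held both diets. Day 13 of E2 lay in 1 run and day 42 in another; day 27 shared no run with day 13, and shared the run of day 42 for 1 mouse of each diet order. No run held libraries of both experiments, so experiment, inoculum and run cannot be told apart.

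Alternatives were log2 percent with a pseudocount of 0.003%, centred log ratios, percent from counts without the genome normalization, values under 0.003% set to 0, adjustment within one comparison, edgeR on counts with library totals as the only scaling, counts thinned to the smallest library, the day before each phase end, leaving out each mouse, the replicate block, Bray-Curtis distance, PCoA without days 1 and 2, leaving out GAI libraries, log10 percent or single mice for the correlations, and, for D. longicatena, presence from 0.01% or from any read and maxima from day 12 on. Another 9 were added after the data were seen: pace without the library under 1000 reads, the E1 diet contrasts without libraries under 50000 reads, the E2 day 27 contrast without the smaller run, the D. longicatena maximum and the differences of effects between experiments without each mouse, summed Firmicutes of HF-first mice the day before, the day before without the day 41 library of E1 HF-first mouse 13, pace and the D. longicatena maximum without the day 16 library of E1 LF-first mouse 2, and pace with every mouse that has the day itself. In 100 simulated E2 day 13 contrasts of 12 species with none changed, the permutation test gave p under 0.05 for 4.5% of species. With species changed, it recovered 100% at true fold 0.25, 44% at 0.5, 88% at 2 and 99% at 4 (edgeR 100%, 44%, 97%, 100%). False calls there are unknown. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 with limma 3.58.1.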

Results

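The data comprised 611 libraries of community DNA from 29 mice in 2 experiments. E1 held 7 LF-first and 7 HF-first mice, sampled on 15 fecal days, with 221 libraries. E2, a repeat with closer sampling, held 7 LF-first and 8 HF-first mice, sampled on 25 fecal days, with 390 libraries. Cecal contents were collected from each of the 29 mice at day 42. Unique hits per library ranged from 904 to 3356259, with a median of 358041 in E1 and 797833 in E2. The 1 library under 1000 reads came from E2 HF-first mouse 14 at day 29, where B. caccae held 4.98% of the reads (95% interval 3.65 to 6.60, exact) and D. longicatena had 0 reads, which allows a share of reads of up to 0.407% by the same interval. At the phase ends the smallest library held 40000 reads.

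The first question was how the diet being eaten shaped the community at the end of the first phase. At day 13, B. caccae, a user of host glycans, led on HF/HS and B. cellulosilyticus WH2, a strain with a large set of carbohydrate-active enzymes, led on LF/HPP. In E1, B. caccae held 5.19% ± 1.75 of the community in LF-first mice (SD, n = 7) and 37.1% ± 4.94 in HF-first mice (n = 7). B. cellulosilyticus WH2 held 37.1% ± 2.00 against 14.2% ± 2.16, and B. ovatus, a forager of plant hemicelluloses, 9.43% ± 2.10 against 1.88% ± 0.223. P. distasonis held 5.06% ± 2.74 against 0.152% ± 0.0594, while C. scindens, which can dehydroxylate bile acids, was lower on LF/HPP with 1.34% ± 0.766 against 5.45% ± 1.85. The ranges of these 5 species did not overlap between diets (adjusted p = 0.00154 each, exact permutation test, the smallest the design gives before adjustment being 0.000583). C. spiroforme was also lower on LF/HPP, 0.0427% ± 0.0306 against 0.426% ± 0.579 (adjusted p = 0.0227), a call that ended without any 1 of the 7 LF-first mice (highest adjusted p = 0.234, exact permutation test). The other 6 species did not pass. B. thetaiotaomicron, a versatile forager, held 13.0% ± 2.53 on LF/HPP and 12.8% ± 1.79 on HF/HS, B. vulgatus 15.8% ± 4.48 and 16.3% ± 3.62, B. uniformis 3.69% ± 1.71 and 2.39% ± 1.31, R. obeum 5.26% ± 2.98 and 4.25% ± 1.36, C. aerofaciens 3.73% ± 3.56 and 5.08% ± 3.00, and D. longicatena 0.275% ± 0.592 and 0.000505% ± 0.000502.

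In E2 at day 13, B. caccae held 7.56% ± 2.25 in LF-first mice (n = 7) and 34.2% ± 5.51 in HF-first mice (n = 8), B. cellulosilyticus WH2 41.6% ± 3.95 and 18.6% ± 2.60, B. ovatus 13.8% ± 1.51 and 1.81% ± 0.721, and B. vulgatus 11.8% ± 2.26 and 26.7% ± 2.14. The ranges of these 4 did not overlap (adjusted p = 0.000932, exact permutation test). R. obeum (4.68% ± 2.23 against 1.15% ± 0.377, adjusted p = 0.00433), P. distasonis (3.56% ± 0.920 against 1.87% ± 1.04, adjusted p = 0.00991) and C. aerofaciens (0.760% ± 0.395 against 0.263% ± 0.126, adjusted p = 0.00995) were higher on LF/HPP. The 5 species that did not pass were B. thetaiotaomicron at 10.7% ± 1.28 and 9.45% ± 2.39, B. uniformis at 4.11% ± 0.630 and 4.33% ± 1.71, C. scindens at 1.42% ± 0.605 and 1.56% ± 0.398, C. spiroforme at 0.0173% ± 0.00832 and 0.0252% ± 0.0111, and D. longicatena at 0.000178% ± 0.000227 and 0.000313% ± 0.000462. By group, 3 of the 7 Bacteroidetes were higher and 1 lower on LF/HPP in E1, and 3 higher and 2 lower in E2. Of the 4 Firmicutes, 0 were higher and 2 lower in E1, and 1 higher and 0 lower in E2. Summed Firmicutes held 6.91% ± 3.10 on LF/HPP and 10.1% ± 2.83 on HF/HS in E1 (adjusted p = 0.151), and 6.12% ± 2.83 and 2.74% ± 0.708 in E2 (adjusted p = 0.0420, exact permutation test). Across E1 and E2, 4 species passed in both at day 13, all in the same direction: B. caccae, B. cellulosilyticus WH2, B. ovatus and P. distasonis. The E2 split of 5 higher and 2 lower became 3 and 5 on centred log ratios, a scale on which a species is measured against the geometric mean of all.

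With the diets exchanged at day 27, the same leaders stood out. In E1, B. caccae held 6.49% ± 2.89 on LF/HPP (now the HF-first mice, n = 7) and 38.6% ± 5.69 on HF/HS (n = 7), B. cellulosilyticus WH2 36.3% ± 3.25 and 21.1% ± 7.46, and B. ovatus 9.08% ± 1.61 and 1.52% ± 0.167 (adjusted p = 0.00154 each, exact permutation test). B. vulgatus, P. distasonis and R. obeum were also higher on LF/HPP, B. vulgatus at 19.2% ± 2.36 against 14.4% ± 2.32 (adjusted p = 0.00740). The call of R. obeum ended without LF-first mouse 1, 5 or 7 or HF-first mouse 8, 9, 11 or 13 (highest adjusted p = 0.0549, exact permutation test). B. thetaiotaomicron held 11.2% ± 2.53 and 11.6% ± 1.41, and D. longicatena 0.000259% ± 0.000686 and 0.0218% ± 0.0575, neither past the threshold. In E2, B. caccae held 7.46% ± 2.78 on LF/HPP (n = 8) and 32.9% ± 1.75 on HF/HS (n = 7), B. cellulosilyticus WH2 35.8% ± 3.21 and 16.3% ± 2.36, B. ovatus 17.8% ± 2.84 and 1.11% ± 0.381, and B. vulgatus 14.9% ± 1.88 and 24.8% ± 3.20 (adjusted p = 0.000932 each, exact permutation test). B. thetaiotaomicron was lower on LF/HPP in E2, at 8.18% ± 1.90 against 13.3% ± 2.00 (adjusted p = 0.00154), as were C. scindens and C. spiroforme, and R. obeum was higher. D. longicatena held 0.00754% ± 0.00437 and 0.00501% ± 0.00208 there (adjusted p = 0.267). Of the 5 species that passed in both experiments at day 27, 4 shared a direction, and B. vulgatus was higher on LF/HPP in E1 and lower in E2. The E1 split of 5 higher and 1 lower became 3 and 3 on centred log ratios.

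At day 42, with each mouse back on its first diet, 4 species passed in E1 and 8 in E2. B. caccae held 6.88% ± 2.26 on LF/HPP and 31.9% ± 3.88 on HF/HS in E1 (n = 7 each), and 4.65% ± 2.64 (n = 7) and 24.02% ± 4.82 (n = 8) in E2. B. ovatus held 12.1% ± 3.70 and 1.02% ± 0.349 in E1, and 16.4% ± 1.13 and 0.842% ± 0.263 in E2 (adjusted p = 0.00154 for both species in E1 and 0.000932 in E2, exact permutation test). Across the 6 contrasts of diet, these were the 2 species that passed in all. B. cellulosilyticus WH2 passed in E2 (38.5% ± 2.79 against 16.5% ± 5.34, adjusted p = 0.000932) and missed in E1 (34.0% ± 10.1 against 25.9% ± 5.74, adjusted p = 0.148), where LF-first mouse 4 held 11.5%. P. distasonis (5.52% ± 2.79 against 2.52% ± 0.321) and B. uniformis (2.99% ± 0.431 against 1.20% ± 0.958, adjusted p = 0.0280 and 0.00740) were higher on LF/HPP in E1, the former no longer past the threshold without LF-first mouse 3 or 7 (highest adjusted p = 0.0519, exact permutation test). In E2, B. thetaiotaomicron (9.77% ± 0.912 against 21.5% ± 6.34) and B. vulgatus (14.1% ± 2.41 against 24.4% ± 4.50, adjusted p = 0.00140 each) were lower on LF/HPP, as were C. scindens and C. spiroforme, and R. obeum was higher. In E1, B. thetaiotaomicron held 11.2% ± 2.96 and 18.4% ± 10.7 (adjusted p = 0.164). D. longicatena did not pass, at 0.259% ± 0.686 and 0 in E1 and 0.00598% ± 0.00285 and 0.00579% ± 0.00246 in E2. The E1 split of 3 higher and 1 lower became 2 and 3 on centred log ratios.

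**Figure D1:**
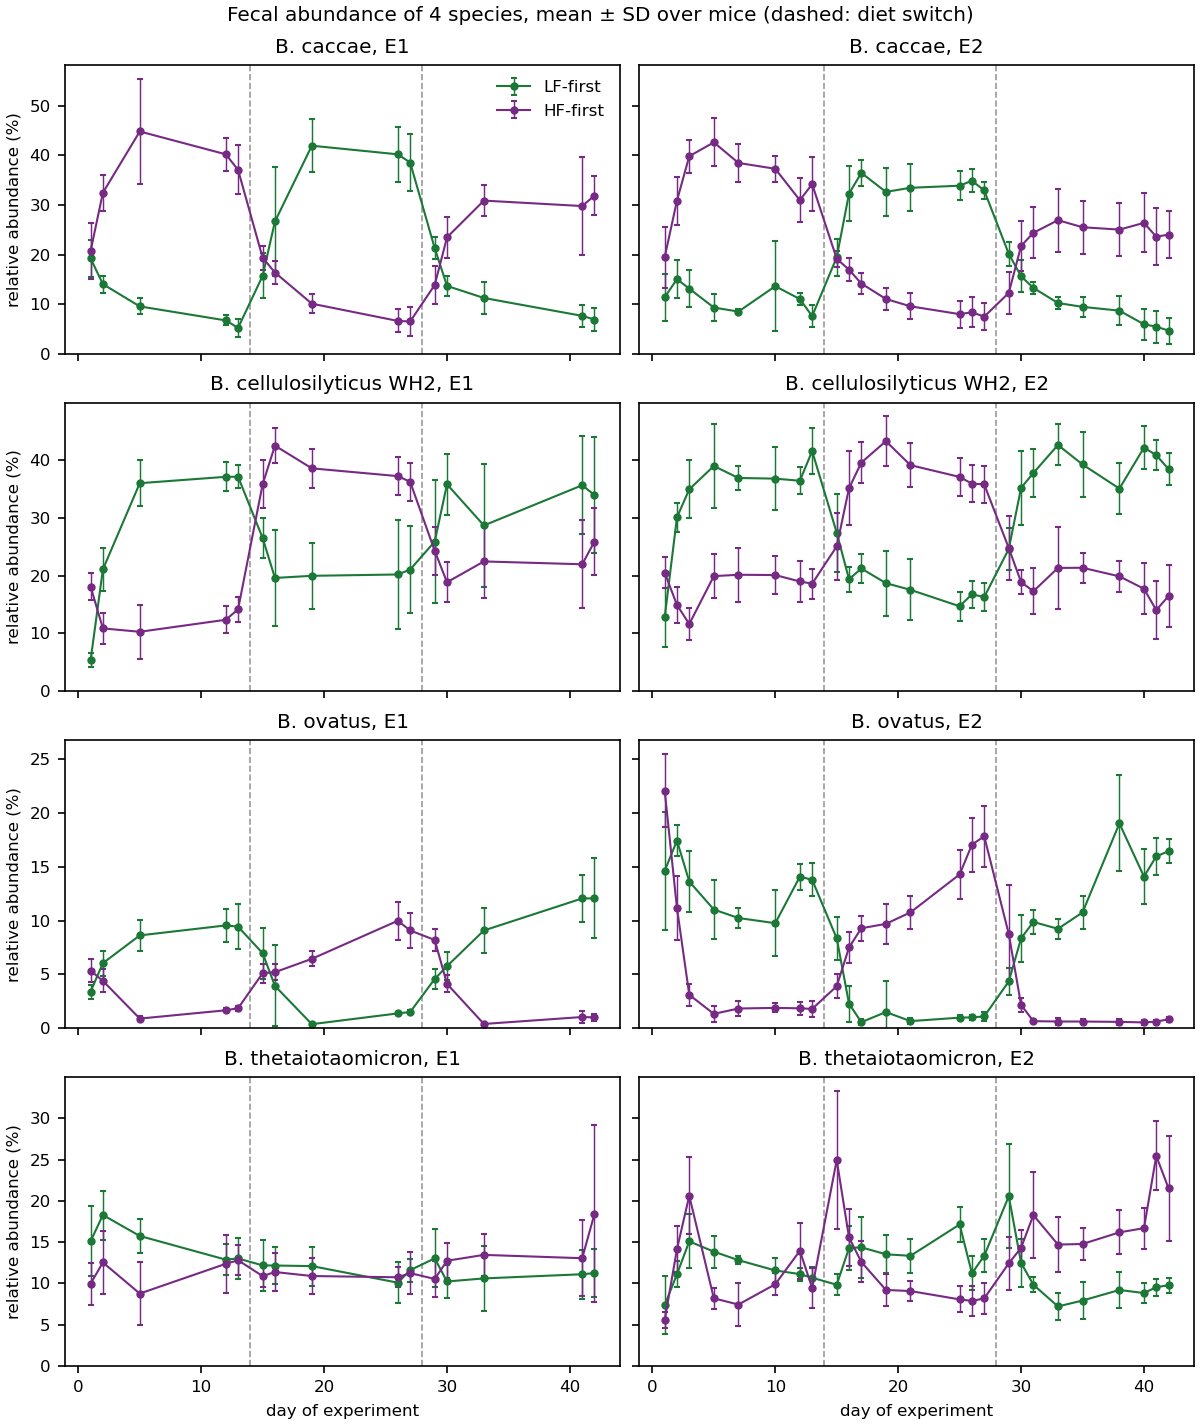
Relative abundance in percent (y axis) against day after colonization (x axis) for 4 species, by experiment and diet order; lines and error bars show the group mean and SD over 6 to 8 mice, and dashed lines mark the switches at days 14 and 28. B. caccae and B. ovatus moved in opposite directions at each switch, between 5.19% and 38.6% for B. caccae over the ends of E1 phases.

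Composition as a whole separated by diet. Diet accounted for 76.0%, 65.7% and 60.6% of the variation in Hellinger distance at days 13, 27 and 42 of E1 (adjusted p = 0.000583 each, exact permutation), and for 85.9%, 88.0% and 84.5% in E2 (adjusted p = 0.000311 each, from the smallest p that all reassignments can give). Over all 611 libraries, the first PCoA axis held 51.8% of the variance and the second 13.1%. The 42 fecal samples at the ends of E1 phases did not overlap on axis 1, with LF/HPP samples at -0.339 to -0.119 and HF/HS samples at 0.115 to 0.292. Neither did the 45 of E2, at -0.417 to -0.190 and 0.0847 to 0.273. Within a mouse, days 12 and 13 lay 0.0999 ± 0.0243 apart in Hellinger distance in E1 LF-first mice (SD, n = 7) and 0.132 ± 0.0570 in HF-first mice (n = 7), against 0.530 ± 0.0474 and 0.526 ± 0.0446 between days 13 and 27. In E2 these distances were 0.119 ± 0.0575 (n = 7) and 0.106 ± 0.0708 (n = 8) for adjacent days, and 0.519 ± 0.0369 and 0.511 ± 0.0665 across the switch.

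**Figure D2:**
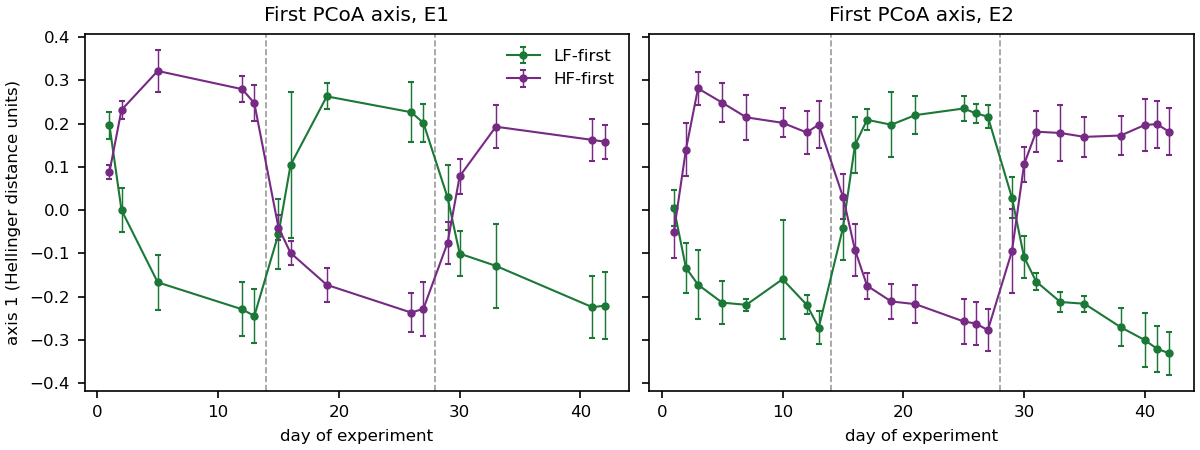
Position on PCoA axis 1 (y axis, Hellinger distance, 51.8% of the variance) against day after colonization (x axis) for each experiment and diet order; points and error bars show the group mean and SD, and dashed lines mark the switches at days 14 and 28. The diet orders lie on opposite sides of 0 at days 13, 27 and 42.

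Changes within the same mice across a switch showed which species followed the diet. After the first switch, B. caccae rose from 5.19% ± 1.75 to 38.6% ± 5.69 in E1 LF-first mice (n = 7) and fell from 37.1% ± 4.94 to 6.49% ± 2.89 in E1 HF-first mice (n = 7), in every mouse of both groups. B. ovatus fell from 9.43% ± 2.10 to 1.52% ± 0.167 in the former and rose from 1.88% ± 0.223 to 9.08% ± 1.61 in the latter. B. cellulosilyticus WH2 fell from 37.1% ± 2.00 to 21.1% ± 7.46 in LF-first and rose from 14.2% ± 2.16 to 36.3% ± 3.25 in HF-first mice (adjusted p = 0.00147 for these 3 species in both groups, exact permutation test). P. distasonis moved with them, by -3.82 percentage points in LF-first (adjusted p = 0.0102; 0.0577 with mice paired) and 4.48 in HF-first mice, and C. scindens fell by 4.24 percentage points in HF-first mice. In E2 LF-first mice (n = 7), B. caccae rose by 25.4 and B. vulgatus by 13.0 percentage points, while B. cellulosilyticus WH2 fell by 25.3 and B. ovatus fell by 12.7 (adjusted p = 0.00147 each, exact permutation test). In E2 HF-first mice (n = 8), B. caccae fell by 26.7 and B. vulgatus fell by 11.8 percentage points, while B. cellulosilyticus WH2 rose by 17.2 and B. ovatus by 16.0 (adjusted p = 0.00124 each, exact permutation test). D. longicatena rose in both E2 groups, from 0.000178% ± 0.000227 to 0.00501% ± 0.00208 in LF-first mice (7 of 7) and from 0.000313% ± 0.000462 to 0.00754% ± 0.00437 in HF-first mice (8 of 8); its first-phase levels lay under 0.003% and rested on few reads. R. obeum moved with LF/HPP in both E2 groups, and C. spiroforme rose in LF-first mice (-0.0057 percentage points, not past the threshold, from day 12 to day 26).

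B. thetaiotaomicron changed less at the first switch: 13.0% ± 2.53 to 11.6% ± 1.41 in E1 LF-first mice, 12.8% ± 1.79 to 11.2% ± 2.53 in E1 HF-first mice and 9.45% ± 2.39 to 8.18% ± 1.90 in E2 HF-first mice did not pass, and it rose from 10.7% ± 1.28 to 13.3% ± 2.00 in E2 LF-first mice (adjusted p = 0.0315, exact permutation test with n = 7; 0.0577 with mice paired). D. longicatena did not pass in E1 at either switch, at -0.253 and -0.000245 percentage points after the first. With mice paired, C. aerofaciens and R. obeum in E2 LF-first mice (adjusted p = 0.0577) and C. scindens and P. distasonis in E2 HF-first mice (adjusted p = 0.0694) also missed, while C. aerofaciens passed in both E1 groups (adjusted p = 0.0326, exact sign-flip test; 0.0663 and 0.0559 without pairing). Without 1 mouse, calls in E2 ended for B. thetaiotaomicron (LF-first mouse 1, 2, 3, 5 or 7, highest adjusted p = 0.0779), C. aerofaciens (LF-first mouse 2, 3, 5, 6 or 7, 0.108), C. scindens (HF-first mouse 9 or 13, 0.0559) and P. distasonis (HF-first mouse 8, 11 or 12, 0.0673, exact permutation test). The splits of higher and lower calls at the first switch were 1 and 3 (E1 LF-first), 3 and 2 (E1 HF-first), 5 and 4 (E2 LF-first) and 5 and 3 (E2 HF-first). They became 1 and 1 in E1 LF-first and 4 and 5 in E2 HF-first mice on centred log ratios, 5 and 2 in E2 LF-first mice on log2 percent, and 3 and 4 in E1 HF-first and 4 and 4 in E2 HF-first mice on counts without the genome normalization. In E2 the libraries of days 13 and 27 of a mouse lay in different runs in 15 of 15 mice, as did those of days 13 and 42, and those of days 27 and 42 in all but 1 mouse of each group. Each of these runs held both diet orders, and B. caccae, B. cellulosilyticus WH2, B. ovatus and B. vulgatus passed in opposite directions in the 2 orders at both switches, as did R. obeum at the first and B. thetaiotaomicron at the second, which a shift common to all libraries of a run does not give. For the other species at the switches, for day 42 against day 13 and for diet history in E2, these days alone do not separate day from run. In E1, 6 of 7 LF-first and 5 of 7 HF-first mice had days 13 and 27 in 1 run.

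The second switch returned the leaders towards their first-phase levels. B. caccae fell by 31.7 percentage points in E1 LF-first (n = 7) and fell by 28.3 in E2 LF-first mice (n = 7), and rose by 25.4 in E1 HF-first (n = 7) and by 16.6 in E2 HF-first mice (n = 8). B. ovatus rose by 10.5 and 15.3 percentage points in the LF-first groups and fell by 8.05 and fell by 17.0 in the HF-first groups of E1 and E2 (adjusted p = 0.00147 and 0.00124 by group size, exact permutation test). B. cellulosilyticus WH2 rose by 12.9 (E1, adjusted p = 0.0428; 0.0577 with mice paired) and 22.2 percentage points (E2) on return to LF/HPP, and fell by 10.4 (E1) and fell by 19.4 (E2) on return to HF/HS. P. distasonis rose by 4.28 in E1 LF-first mice. In E1 HF-first mice, B. vulgatus (by 4.92 percentage points, adjusted p = 0.0320; 0.0763 with mice paired), R. obeum, B. uniformis, P. distasonis and C. aerofaciens (2.55 from day 26 to day 41, or -0.437 without the day 41 library of mouse 13 with 25958 reads, neither of which passed) also fell. In E2, B. vulgatus fell by 10.8 percentage points in LF-first and rose by 9.49 in HF-first mice. B. thetaiotaomicron rose by 13.3 percentage points in E2 HF-first mice, from 8.18% ± 1.90 to 21.5% ± 6.34 in 8 of 8 mice, and fell by 3.57 in E2 LF-first mice. In E1 its changes of -0.358 (LF-first) and 7.18 percentage points (HF-first) did not pass. C. scindens and C. spiroforme rose and B. uniformis fell in E2 HF-first mice, and R. obeum rose in E2 LF-first mice. D. longicatena did not pass in any group at this switch (0.237, -0.000259, 0.000977 and -0.00175 percentage points). Without 1 mouse, calls in E1 ended for B. cellulosilyticus WH2 in LF-first mice (any but mouse 4, highest adjusted p = 0.106), and for B. vulgatus (mouse 8, 9, 10 or 14, 0.104) and C. aerofaciens (any but mouse 9, 0.108, exact permutation test) in HF-first mice. Splits were 3 and 1 (E1 LF-first), 1 and 7 (E1 HF-first), 3 and 3 (E2 LF-first) and 5 and 3 (E2 HF-first). On centred log ratios they became 4 and 3 in E1 HF-first and 3 and 5 in E2 LF-first mice.

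Pace per mouse (share covered) does not date a response's end. At 1 day after the first switch, E2 mice moving to HF/HS had covered 42.3% ± 12.0 (SD, n = 7). Those moving to LF/HPP had covered 20.8% ± 13.8 (n = 8, adjusted p = 0.0329, exact permutation test). At 2 days these shares were 64.3% ± 3.44 and 43.2% ± 10.7 (adjusted p = 0.00373, exact permutation test), and at 5 days 59.9% ± 7.46 and 63.8% ± 10.0 (adjusted p = 0.549). After the second switch, mice moving to HF/HS (n = 8) had covered 36.3% ± 15.7 and mice moving to LF/HPP (n = 7) 29.3% ± 10.3 at 1 day (adjusted p = 0.549, exact permutation test; without the library of 904 reads the former was 40.8% ± 9.79, n = 7, adjusted p = 0.173), 65.6% ± 7.14 and 49.1% ± 8.41 at 2 days (adjusted p = 0.00373) and 60.0% ± 11.8 and 59.8% ± 8.43 at 5 days. In E1 no difference passed. Shares at 1, 2 and 5 days after the first switch were 28.2% ± 11.0, 43.6% ± 23.0 and 62.5% ± 13.5 towards HF/HS (n = 7) and 38.1% ± 7.90, 45.4% ± 5.37 and 68.0% ± 11.1 towards LF/HPP (n = 7); after the second they were 14.1% ± 11.1, 36.0% ± 12.2 and 42.5% ± 10.5 (n = 6) and 21.7% ± 21.6, 49.2% ± 15.1 and 56.7% ± 16.5 (n = 7). For the second switch to HF/HS, HF-first mouse 11 was left out (no day 29). With it, shares at 2 and 5 days were 37.3% ± 11.7 and 44.2% ± 10.5 (n = 7, adjusted p = 0.290 and 0.276, exact permutation test). The day 16 library of LF-first mouse 2 had covered 7.72%; without it the share at 2 days towards HF/HS was 49.5% ± 18.2 (n = 6, adjusted p = 0.685, exact permutation test). With Bray-Curtis distance the E1 difference at 1 day passed, at 25.4 percentage points more towards LF/HPP, opposite to the direction in E2.

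Whether a community returned to its first composition was asked by setting day 42 against day 13, when a mouse ate the same diet. No species passed in E1 LF-first mice by the exact permutation test (0 also at an unadjusted p under 0.05, and 0 by edgeR), and with mice paired 1 did, C. aerofaciens (-1.81 percentage points, adjusted p = 0.0417). B. caccae (5.19% ± 1.75 and 6.88% ± 2.26), B. ovatus (9.43% ± 2.10 and 12.1% ± 3.70), B. thetaiotaomicron (13.0% ± 2.53 and 11.2% ± 2.96), B. cellulosilyticus WH2 (37.1% ± 2.00 and 34.0% ± 10.1) and D. longicatena (0.275% ± 0.592 and 0.259% ± 0.686) did not pass there. In E1 HF-first mice (n = 7) 7 species passed. B. cellulosilyticus WH2 rose from 14.2% ± 2.16 to 25.9% ± 5.74 and P. distasonis from 0.152% ± 0.0594 to 2.52% ± 0.321. C. aerofaciens fell from 5.08% ± 3.00 to 0.839% ± 0.352, C. scindens from 5.45% ± 1.85 to 1.99% ± 0.564, R. obeum from 4.25% ± 1.36 to 1.76% ± 0.459, and B. ovatus from 1.88% ± 0.223 to 1.02% ± 0.349 (adjusted p = 0.00271 to 0.00430, exact permutation test). D. longicatena fell from 0.000505% ± 0.000502 to 0, both under 0.003% (adjusted p = 0.0493; 0.120 with mice paired, and up to 0.1265 without mouse 8, 10, 11, 12 or 14). Day 41 against day 12 gave 4 calls and turned the direction of 4 species, to 0.608 (C. aerofaciens), 3.79 (C. scindens), 0.890 (R. obeum) and 5.67e-05 percentage points (D. longicatena), none of which passed. One library of day 41, mouse 13 with 25958 reads, held 51.1% Firmicutes and 19.2% C. aerofaciens; without it these differences were -2.38 (adjusted p = 0.149), -1.16 (adjusted p = 0.283), -1.68 (adjusted p = 0.0478) and 9.39e-05 (adjusted p = 0.648, exact permutation test), and 5 species passed. B. caccae (37.1% ± 4.94 and 31.9% ± 3.88) and B. thetaiotaomicron (12.8% ± 1.79 and 18.4% ± 10.7) did not pass.

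In E2 LF-first mice (n = 7) 5 species passed the same comparison, and 2 with mice paired. D. longicatena rose from 0.000178% ± 0.000227 to 0.00598% ± 0.00285 in 7 of 7 mice (adjusted p = 0.00271, exact permutation test). B. ovatus rose from 13.8% ± 1.51 to 16.4% ± 1.13 (adjusted p = 0.0157; 0.0682 with mice paired) and R. obeum from 4.68% ± 2.23 to 7.29% ± 1.74 (adjusted p = 0.0493; 0.175 with mice paired). C. aerofaciens (0.760% ± 0.395 to 0.326% ± 0.0603, 0.0938 with mice paired) and C. spiroforme (0.0173% ± 0.00832 to 0.0354% ± 0.0216, 0.0682 with mice paired) each had an adjusted p of 0.0412. B. caccae, at 7.56% ± 2.25 and 4.65% ± 2.64, passed with mice paired (adjusted p = 0.0417, sign-flip; 0.102 without, exact permutation). B. cellulosilyticus WH2 (41.6% ± 3.95 and 38.5% ± 2.79) and B. thetaiotaomicron (10.7% ± 1.28 and 9.77% ± 0.912) did not pass. Without 1 mouse, calls ended for B. ovatus (mouse 2, adjusted p = 0.0550), C. aerofaciens (mouse 1, 2, 3, 5 or 7, highest adjusted p = 0.113), C. spiroforme (any of mice 1 to 5, 0.123) and R. obeum (mouse 1, 2, 4, 5 or 6, 0.142, exact permutation test). Day 41 against day 12 turned the direction of B. cellulosilyticus WH2, to 4.45 (adjusted p = 0.0160, exact permutation test), R. obeum, to -1.25, and C. spiroforme, to -0.00678 percentage points. In E2 HF-first mice (n = 8) 9 species passed. B. thetaiotaomicron rose from 9.45% ± 2.39 to 21.5% ± 6.34 (adjusted p = 0.00249), B. caccae fell from 34.2% ± 5.51 to 24.02% ± 4.82 (adjusted p = 0.00852), B. uniformis fell from 4.33% ± 1.71 to 1.77% ± 1.57 (adjusted p = 0.0250; up to 0.0666 without mouse 10, 13 or 14) and C. scindens rose from 1.56% ± 0.398 to 4.03% ± 1.16 (adjusted p = 0.00271, all by exact permutation test). B. ovatus fell by 0.969 percentage points, D. longicatena rose from 0.000313% ± 0.000462 to 0.00579% ± 0.00246, and P. distasonis, R. obeum and C. spiroforme rose, while B. cellulosilyticus WH2 (18.6% ± 2.60 and 16.5% ± 5.34) did not pass. All 4 Firmicutes rose in this group, and their sum went from 2.74% ± 0.708 to 6.64% ± 1.86 (adjusted p = 0.00140, exact permutation test); in E1 HF-first mice 3 of the 4 fell, D. longicatena among them with both levels under 0.003%, and the sum went from 10.1% ± 2.83 to 3.88% ± 0.294 (adjusted p = 0.00140). From day 12 to day 41 neither sum passed: it went from 3.40% ± 1.69 to 6.84% ± 3.54 in E2 (adjusted p = 0.130, exact permutation test), and in E1 the other way, from 8.97% ± 3.00 (n = 7) to 12.8% ± 18.8 (n = 6, adjusted p = 0.963), or to 5.20% ± 1.83 without the library of mouse 13 (n = 5, adjusted p = 0.0970). The splits of 4 and 1 (E2 LF-first) and 6 and 3 (E2 HF-first) became 3 and 2, and 4 and 5, on centred log ratios, and the former 3 and 0 on log2 percent. Within a mouse, days 13 and 42 lay 0.182 ± 0.0785 (E1 LF-first), 0.322 ± 0.0642 (E1 HF-first), 0.157 ± 0.0720 (E2 LF-first) and 0.273 ± 0.0499 (E2 HF-first) apart in Hellinger distance.

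Mice on the same diet but with another history were compared by setting phase 2 of one group against phase 1 of the other, so diet order and day differed together. On LF/HPP, B. ovatus was higher in E2 mice that came from HF/HS, 17.8% ± 2.84 (n = 8) against 13.8% ± 1.51 (n = 7, adjusted p = 0.0343, exact permutation test), as was D. longicatena, 0.00754% ± 0.00437 against 0.000178% ± 0.000227 (adjusted p = 0.00746). The call of B. ovatus held only without LF-first mouse 4 or HF-first mouse 9 or 13 when each mouse was left out (highest adjusted p = 0.0699), and ended the day before (0.0522) and on centred log ratios (0.432, exact permutation test). B. cellulosilyticus WH2 (35.8% ± 3.21 and 41.6% ± 3.95, adjusted p = 0.0509), B. thetaiotaomicron (8.18% ± 1.90 and 10.7% ± 1.28, adjusted p = 0.0510) and B. caccae (7.46% ± 2.78 and 7.56% ± 2.25, adjusted p = 0.973) did not pass. In E1 no species passed on LF/HPP by this test (0 at an unadjusted p under 0.05, 1 by edgeR), with B. caccae at 6.49% ± 2.89 and 5.19% ± 1.75, B. ovatus at 9.08% ± 1.61 and 9.43% ± 2.10, B. thetaiotaomicron at 11.2% ± 2.53 and 13.0% ± 2.53, B. cellulosilyticus WH2 at 36.3% ± 3.25 and 37.1% ± 2.00, and D. longicatena at 0.000259% ± 0.000686 and 0.275% ± 0.592. On HF/HS in E1, mice that came from LF/HPP held less C. aerofaciens (1.11% ± 0.901 against 5.08% ± 3.00, adjusted p = 0.0240), C. scindens (1.96% ± 1.08 against 5.45% ± 1.85, adjusted p = 0.0140) and B. ovatus (1.52% ± 0.167 against 1.88% ± 0.223, adjusted p = 0.0343) and more P. distasonis (1.24% ± 0.443 against 0.152% ± 0.0594, adjusted p = 0.00932, exact permutation test). B. caccae (38.6% ± 5.69 and 37.1% ± 4.94), B. thetaiotaomicron (11.6% ± 1.41 and 12.8% ± 1.79), B. cellulosilyticus WH2 (21.1% ± 7.46 and 14.2% ± 2.16, adjusted p = 0.104) and D. longicatena (0.0218% ± 0.0575 and 0.000505% ± 0.000502) did not pass. On HF/HS in E2 they held more B. thetaiotaomicron (13.3% ± 2.00 against 9.45% ± 2.39, adjusted p = 0.0343), P. distasonis (3.62% ± 0.664 against 1.87% ± 1.04, adjusted p = 0.0179), C. spiroforme (0.0522% ± 0.0149 against 0.0252% ± 0.0111, adjusted p = 0.0199) and D. longicatena (0.00501% ± 0.00208 against 0.000313% ± 0.000462, adjusted p = 0.00746, exact permutation test). B. caccae (32.9% ± 1.75 and 34.2% ± 5.51), B. ovatus (1.11% ± 0.381 and 1.81% ± 0.721, adjusted p = 0.0693) and B. cellulosilyticus WH2 (16.3% ± 2.36 and 18.6% ± 2.60) did not pass. On HF/HS, calls also ended without 1 mouse for B. ovatus in E1 (LF-first mouse 2, 3, 4 or 6 or HF-first mouse 8, highest adjusted p = 0.0510) and B. thetaiotaomicron in E2 (LF-first mouse 3, 5 or 7 or HF-first mouse 9, 11, 12, 14 or 15, 0.0654), on centred log ratios for these 2 (0.9595 and 0.275) and P. distasonis in E2 (0.0545), and the day before for C. aerofaciens in E1 (0.368) and C. spiroforme in E2 (0.148, exact permutation test). The splits in E2 were 2 and 0 on LF/HPP, which became 3 and 2 on log2 percent and 3 and 1 on counts without the genome normalization, and 4 and 0 on HF/HS, which became 2 and 2 on centred log ratios. At days 12 and 26, C. scindens on HF/HS in E1 differed by 0.616 and B. thetaiotaomicron on HF/HS in E2 by -2.73 percentage points, each opposite to the later days and not past the threshold.

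Cecal contents and feces of day 42 were compared to ask whether feces stand for the gut at sacrifice. In E1 LF-first mice (n = 7) R. obeum held 0.533% ± 0.372 of the cecum and 4.03% ± 2.78 of feces (adjusted p = 0.0392, exact permutation test) and C. scindens 0.294% ± 0.114 and 1.21% ± 1.08 (adjusted p = 0.00932), each lower in the cecum in 7 of 7 mice. The call of R. obeum held only without mouse 5 when each mouse was left out (highest adjusted p = 0.104), and ended on log2 percent (0.569), on centred log ratios (0.511) and by edgeR (0.102), and that of C. scindens ended on centred log ratios (0.208, exact permutation test). Summed Firmicutes held 0.855% ± 0.427 and 5.58% ± 2.70 (adjusted p = 0.00350, exact permutation test). In the other groups this sum did not pass, at 3.44% ± 1.52 and 3.88% ± 0.294 (E1 HF-first), 8.79% ± 1.84 and 8.62% ± 2.00 (E2 LF-first) and 6.25% ± 2.08 and 6.64% ± 1.86 (E2 HF-first, adjusted p = 0.886 each, exact permutation test). In E1 HF-first mice (n = 7) B. caccae was higher in the cecum, 45.2% ± 6.94 against 31.9% ± 3.88 (adjusted p = 0.0140), and P. distasonis lower, 1.58% ± 0.432 against 2.52% ± 0.321 (adjusted p = 0.00932, exact permutation test; 0.102 by edgeR). In E2 LF-first mice (n = 7) B. ovatus was lower in the cecum, 11.5% ± 2.48 against 16.4% ± 1.13 (adjusted p = 0.00932, exact permutation test; 0.0653 on centred log ratios). No species passed in E2 HF-first mice (0 at an unadjusted p under 0.05, and 0 by edgeR). With mice paired, 0 species passed in any group (adjusted p = 0.0577 for these 5, from the smallest p the sign-flip test can give with n = 7); 8, 4, 6 and 0 species had an unadjusted p under 0.05 in E1 LF-first, E1 HF-first, E2 LF-first and E2 HF-first mice. All 7 mice went one way for these 5, and also for B. cellulosilyticus WH2, B. thetaiotaomicron and P. distasonis (0.858 percentage points), higher in the cecum, and B. ovatus and C. aerofaciens (-1.44), lower, in E1 LF-first mice, for B. cellulosilyticus WH2, lower, in E1 HF-first mice, and for B. vulgatus (2.65) and P. distasonis (1.11), higher, in E2 LF-first mice. The other species always given did not pass. In E1 LF-first mice their cecal minus fecal differences were 0.310 (B. caccae), -1.21 (B. ovatus), 1.63 (B. thetaiotaomicron), 4.14 (B. cellulosilyticus WH2) and -0.245 percentage points (D. longicatena, 9.43e-05 without mouse 4). In E1 HF-first mice they were 0.00272 (B. ovatus), -2.67 (B. thetaiotaomicron), -6.81 (B. cellulosilyticus WH2) and 0.000166 (D. longicatena). In E2 LF-first mice they were -0.417 (B. caccae), 0.570 (B. thetaiotaomicron), 1.20 (B. cellulosilyticus WH2) and 0.00521 (D. longicatena), and in E2 HF-first mice 0.864, -4.29, 0.674 and 0.000136 for the same species and 0.00967 for B. ovatus.

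The repeat was set against the first experiment at the phase ends. At days 13, 27 and 42, 8, 7 and 6 species passed in HF-first and 2, 2 and 2 in LF-first mice. Without each mouse in turn these counts ranged over 7 to 9, 4 to 6 and 5 to 6 in HF-first and over 1 to 7, 2 to 6 and 0 to 4 in LF-first mice (7 and 6 without E1 LF-first mouse 5), so the diet orders were not ranked. At day 13, HF-first mice of E2 (n = 8) held more B. vulgatus than those of E1 (n = 7), 26.7% ± 2.14 against 16.3% ± 3.62, and less C. aerofaciens (0.263% ± 0.126 against 5.08% ± 3.00), C. scindens (1.56% ± 0.398 against 5.45% ± 1.85), R. obeum (1.15% ± 0.377 against 4.25% ± 1.36) and C. spiroforme (adjusted p = 0.00186 each, exact permutation test). B. cellulosilyticus WH2 was higher (18.6% ± 2.60 against 14.2% ± 2.16, adjusted p = 0.0165) as was P. distasonis, and B. thetaiotaomicron lower (9.45% ± 2.39 against 12.8% ± 1.79, adjusted p = 0.0361). At day 27, on LF/HPP, B. ovatus was higher in E2 (17.8% ± 2.84 against 9.08% ± 1.61), as were B. uniformis (7.44% ± 3.79 against 3.37% ± 1.24) and D. longicatena (0.00754% ± 0.00437 against 0.000259% ± 0.000686; adjusted p = 0.00373, 0.0439 and 0.00280, exact permutation test). B. vulgatus (14.9% ± 1.88 against 19.2% ± 2.36), R. obeum (3.57% ± 1.06 against 6.21% ± 2.42), C. aerofaciens and C. spiroforme were lower (largest adjusted p = 0.0443). At day 42, B. vulgatus (24.4% ± 4.50 against 14.3% ± 4.25), C. scindens (4.03% ± 1.16 against 1.99% ± 0.564), P. distasonis and D. longicatena were higher in E2, and B. cellulosilyticus WH2 (16.5% ± 5.34 against 25.9% ± 5.74) and B. caccae (24.02% ± 4.82 against 31.9% ± 3.88) lower (largest adjusted p of the 6 = 0.0439, exact permutation test). Without 1 mouse, calls ended for B. thetaiotaomicron at day 13 (E1 mouse 9, 11, 12, 13 or 14 or E2 mouse 9, 11, 12, 14 or 15, highest adjusted p = 0.0659). They held only without E2 mouse 8, 10 or 15 for B. uniformis (highest adjusted p = 0.0739), E1 mouse 10, 11 or 13 for C. spiroforme (0.0783) and E1 mouse 10, 12 or 14 for R. obeum (0.0743) at day 27, and E2 mouse 11, 13 or 15 for P. distasonis at day 42 (0.0683, exact permutation test). Differences that did not pass were, in percentage points, -2.88 and 0.978 for B. caccae at days 13 and 27, -0.0659 and -0.181 for B. ovatus at days 13 and 42, -3.07 and 3.10 for B. thetaiotaomicron at days 27 and 42, -0.441 for B. cellulosilyticus WH2 at day 27 and -0.000192 for D. longicatena at day 13. The day before, B. thetaiotaomicron differed by 1.58 (day 12) and C. scindens by -4.25 percentage points (day 41), opposite to days 13 and 42 and not past the threshold (C. scindens 0.704 without the day 41 library of E1 mouse 13, adjusted p = 0.536, exact permutation test), and on centred log ratios D. longicatena was higher in E2 at day 13 by 0.42 (log2, adjusted p = 0.00629, exact permutation test).

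Among LF-first mice (n = 7 each), B. ovatus was higher and C. aerofaciens lower in E2 at days 13 and 42. B. ovatus held 13.8% ± 1.51 against 9.43% ± 2.10 at day 13 (adjusted p = 0.00895, exact permutation test) and 16.4% ± 1.13 against 12.1% ± 3.70 at day 42 (adjusted p = 0.0383), and C. aerofaciens 0.760% ± 0.395 against 3.73% ± 3.56 and 0.326% ± 0.0603 against 1.92% ± 2.09 (adjusted p = 0.0140 and 0.0105). Without 1 mouse, calls ended for C. aerofaciens at day 13 (E2 mouse 2, 4, 5 or 6, highest adjusted p = 0.0579) and day 42 (any E2 mouse, 0.0787) and for B. ovatus at day 42 (E1 mouse 1, 2 or 7 or any E2 mouse but mouse 1, 0.0657, exact permutation test). At day 27, on HF/HS, B. vulgatus (24.8% ± 3.20 against 14.4% ± 2.32) and P. distasonis (3.62% ± 0.664 against 1.24% ± 0.443) were higher in E2 (adjusted p = 0.00381 each, exact permutation test). At days 13, 27 and 42 the differences were 2.37, -5.63 and -2.24 percentage points for B. caccae, -2.34, 1.74 and -1.47 for B. thetaiotaomicron, 4.45, -4.77 and 4.50 for B. cellulosilyticus WH2, and -0.275, -0.0168 and -0.253 for D. longicatena, and -0.408 for B. ovatus at day 27; none of these passed (lowest adjusted p = 0.0506, B. thetaiotaomicron at day 13). Without E1 mouse 4, D. longicatena was higher in E2 by 0.00491 percentage points at day 27 (adjusted p = 0.002997) and 0.00590 at day 42 (adjusted p = 0.00494, exact permutation test). Splits in LF-first mice were 1 and 1 at day 13 (1 and 0 on centred log ratios, 1 and 2 on counts without the genome normalization), 2 and 0 at day 27 (2 and 1 on log2 percent and on centred log ratios) and 1 and 1 at day 42 (2 and 1, and 0 and 1, on the scales given for day 13). In HF-first mice they were 3 and 5 at day 13 (5 and 4 on centred log ratios), 3 and 4 at day 27 (3 and 2 on log2 percent, 3 and 1 on centred log ratios) and 4 and 2 at day 42 (3 and 3 on centred log ratios). Experiment, inoculum and sequencing run cannot be told apart in this comparison.

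Early abundance as a predictor of later abundance was described across 24 points, the group means of 12 species in 2 diet orders; species are not independent replicates. From day 1 to day 13, R² was 0.244 in E1 (r = 0.494, permutation p = 0.0191, adjusted p = 0.0191 over 4 relations; rho = 0.747, p = 6e-05, adjusted p = 6e-05) and 0.300 in E2 (r = 0.548, permutation p = 0.0127, adjusted p = 0.0169; rho = 0.806, p = 1e-05, adjusted p = 1.33e-05). From day 13 to day 42 it was 0.886 in E1 (r = 0.942, rho = 0.897) and 0.895 in E2 (r = 0.946, rho = 0.958), each with a permutation p of 1e-05, the smallest that 100000 permutations can give, and an adjusted p of 2e-05 for r and 1.33e-05 for rho. Without the 2 points farthest from the median, r was 0.552 and 0.650 from day 1 and 0.909 and 0.913 from day 13. Within LF-first mice the day 1 to day 13 R² was 0.0892 (E1) and 0.140 (E2), and within HF-first mice 0.513 and 0.588. On log10 percent it was 0.584 (E1) and 0.599 (E2). With a point for each species in each mouse (168 in E1, 180 in E2) instead of group means, R² was 0.230 and 0.271 from day 1 to day 13, and 0.771 and 0.837 from day 13 to day 42.

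D. longicatena, a Gram-positive fermenter, was followed in each mouse because its course bears on diet history. In E1, each mouse's highest fecal level averaged 0.939% ± 1.32 in LF-first mice (n = 7, 0.00385 to 3.44%) and 0.0217% ± 0.0381 in HF-first mice (n = 7, 0.00392 to 0.108%), which did not pass (p = 0.0985, adjusted p = 0.0985 over both experiments, two-sided exact permutation test; without LF-first mouse 1, 3, 5 or 7 it did before adjustment, lowest p = 0.0251). From day 12 on, these maxima were 0.936% ± 1.32 and 0.00201% ± 0.00246 (p = 0.0233, exact permutation test), a call that ended without any 1 of the 7 HF-first mice (p = 0.0723 to 0.0886) and held without any 1 of the LF-first mice. It also ended without 1 library, LF-first mouse 2 at day 16 (LF-first 0.710% ± 1.33, p = 0.0839, exact permutation test; over all days 0.713% ± 1.33, p = 0.271). That library held 1.58% D. longicatena, in a mouse with at most 1 read in each other sample from day 12 on, and lay 0.401 in Hellinger distance from day 15 of its own mouse and 0.0488 from mouse 6 at day 12, so that a misfiled sample stays open. In E2 the maxima over all days were 0.142% ± 0.0556 in LF-first (n = 7) and 0.0678% ± 0.0409 in HF-first mice (n = 8, p = 0.0124, adjusted p = 0.0249, exact permutation test), and each of the 15 E2 mice had its maximum at day 1. From day 12 on they were 0.0151% ± 0.00321 and 0.0105% ± 0.00250 (p = 0.00917, adjusted p = 0.0183, exact permutation test). At or over 0.003%, D. longicatena was present in 5 of 14 E1 LF-first samples of days 12 and 13, 2 of 14 of days 26 and 27 and 2 of 14 of days 41 and 42, the last 4 all from mouse 4. In E1 HF-first mice it was present in 0 of 14, 0 of 14 and 0 of 13 samples of those days, with 10, 3 and 4 reads over all of them. In E2 it was present in 0 of 14 LF-first samples of days 12 and 13, 12 of 14 of days 26 and 27 and 13 of 14 of days 41 and 42. In E2 HF-first mice it was present in 1 of 16, 16 of 16 and 12 of 16 samples of those days, with 29, 717 and 496 reads. All 8 E2 HF-first mice thus had it at or over 0.003% after the first switch, at a median of 0.00596% at days 26 and 27. From 0.01% upward, it was present in 4 of 16 of the latter samples and in 0 of 14 of the LF-first ones.

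**Figure D3:**
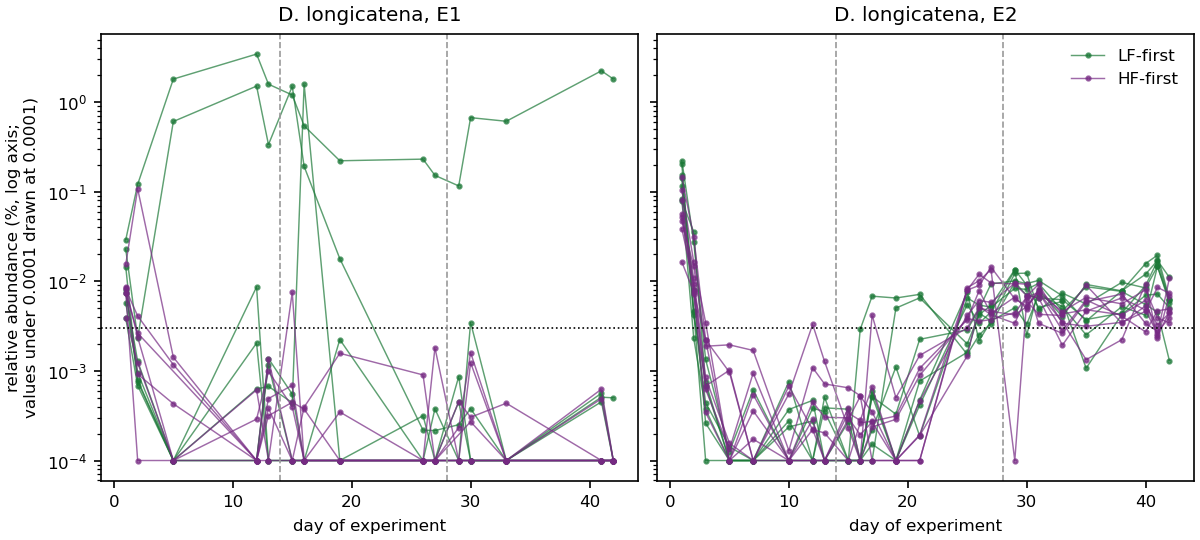
D. longicatena relative abundance in percent (y axis, log scale, values under 0.0001 drawn at 0.0001) against day after colonization (x axis) for each mouse, by experiment and diet order; the dotted line marks 0.003%. In E2 all samples of days 12 and 13 but 1 of 16 in HF-first mice lay under the line, and at days 26 and 27 most lay over it, in 12 of 14 LF-first and 16 of 16 HF-first samples.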

Values the study reported

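By the end of the first phase on HF/HS, the study reported B. caccae at 37.1±4.9% of the community in the first experiment and 34.2±5.5% in the second. On LF/HPP it gave B. cellulosilyticus WH2 as 37.1±2.0% and 41.6±3.9%. Across time points, this strain was reported to range from 10.3% to 42.5% and from 11.6% to 43.3%. The first principal coordinate was said to hold 52% of the variance. For day 1 against day 13 the study gave R² values of 0.23 and 0.27, and for day 13 against day 42 values of 0.77 and 0.84. The highest share stated was 55.0%, for B. caccae, and the lowest was under 0.003%, for D. longicatena.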

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

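The 8 tests of technical explanations in this part, the values that decide them, and the leaving out of mice in the last 2 paragraphs were chosen after the results they concern had been seen. A mouse far from the others of its group was looked for in 124 groups of 7 or 8 samples, and 16 groups held one. A mouse counted as far when its gap to the nearest other, over the range of the group, passed Dixon's critical value, which gives about 1 in 20 groups by chance for normally spread values; the rate for skewed shares was not measured.

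LF-first mouse 4 of E1 accounted for 6 of the 16. It held D. longicatena at 1.59% of feces at day 13 (other mice 0 to 0.336%), 0.152% at day 27 (0 to 0.000378%) and 1.81% at day 42 (0 to 0.000501%) and at 0.0972% of the cecum (0 to 0.000648%), and B. cellulosilyticus WH2 at 11.5% of feces at day 42 (35.0 to 41.7%) and 12.4% of the cecum (40.5 to 45.3%). Samples of another mouse filed under this number are argued against by D. longicatena at 0.0292 to 3.44% in 16 of its 16 samples, over 3 lanes, and a single aberrant library at day 42 by B. cellulosilyticus WH2 at 12.4% of its cecum and 17.5% of its feces at day 41 (other mice 33.3 to 41.4%). A difference between animals stays open, but the design names none within a group, so no biological explanation was tested.

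In E2, D. longicatena was at or over 0.003% in 0 of 14 LF-first and 1 of 16 HF-first samples of days 12 and 13, and in 12 of 14 and 16 of 16 of days 26 and 27. Leakage between libraries of a lane is argued against by the 1 lane with both times, where 13 libraries of day 25 averaged 0.00399% ± 0.00226 and 3 of day 21 0.000560% ± 0.000809 (exact permutation p = 0.0232), and the run by 72 libraries of days 33 to 41 at 0.00610% ± 0.00389 against 12 of days 5 to 19 at 0.000782% ± 0.00183 in 1 run (permutation p = 8e-05, which treats repeated libraries of a mouse as independent). Reads of another member counted for D. longicatena would keep their ratio to that member, but for each of the 11 others it rose in at least 1 diet order, least for B. uniformis (23.5-fold in LF-first mice, counting interval 10.7 to 64.6). In HF-first mice alone the ratio to B. ovatus rose 2.07-fold (1.43 to 3.11), against 348-fold in LF-first mice, and the criterion of a rise in either diet order was set after these values had been seen. Regrowth in the gut, entry from elsewhere and reads of organisms outside the community stay open, and none of them was tested.

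In E1 LF-first mice the Gram-positive species other than D. longicatena had lower means in the cecum than in feces, with log2 changes of -2.70 ± 1.69 for R. obeum, -1.89 ± 0.86 for C. aerofaciens and -1.85 ± 0.96 for C. scindens (7 of 7 mice each) and -1.82 ± 1.45 for C. spiroforme (6 of 7 mice), of which R. obeum and C. scindens passed on percent. Library size is argued against by libraries thinned to 50714 reads, where these 2 still differed (exact permutation p = 0.00408 and 0.000583), and the sequencing lane by feces and cecum lying in 1 lane for 7 of 7 mice. In the other groups R. obeum, C. aerofaciens, C. scindens and C. spiroforme were lower in the cecum in 5, 4, 3 and 3 of 7 mice (E1 HF-first, mean differences -0.0792, -0.0418, -0.351 and -0.0163 percentage points), 3, 3, 5 and 4 of 7 (E2 LF-first) and 5, 5, 5 and 1 of 8 (E2 HF-first), so a fall in all cecal samples is not shown. For E1 LF-first mice alone, a lower yield of DNA from Gram-positive cells in cecal samples cannot be told apart from a lower number of such cells, since a test of unequal falls, R. obeum against C. spiroforme, gave an exact sign-flip p of 0.172, and collection site, the biological difference the design names, stays open too.

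The other mice found far from their group in that search are given as values. LF-first mouse 5 of E1 held 11.2% C. aerofaciens at day 13 (others 1.06 to 4.27%). The same sample held 2.95% C. scindens (0.559 to 1.39%). HF-first mouse 9 of E1 held 0.00181% D. longicatena at day 27, 1 read and under the presence limit, where the others had 0 reads. HF-first mouse 12 of E1 had 1072657 reads at day 27 (40000 to 470669). LF-first mouse 4 of E2 held 0.142% R. obeum at day 13 (4.64 to 7.48%). LF-first mouse 1 of E2 held 0.00937% D. longicatena at day 27 (0.00338 to 0.00539%). LF-first mouse 4 of E2 held 11.7% B. thetaiotaomicron at day 42 (9.04 to 9.80%). HF-first mouse 10 of E2 held 3.42% B. ovatus at day 13 (1.00 to 1.94%). HF-first mouse 13 of E2 held 22.1% B. vulgatus at day 13 (25.9 to 28.7%). HF-first mouse 9 of E2 held 11.9% B. ovatus at day 27 (16.9 to 21.0%).

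The effect of diet, LF/HPP minus HF/HS in percentage points, differed between the experiments in 12 of 36 permutation tests of the difference itself. B. vulgatus did so at each phase end: -0.496 in E1 and -14.9 in E2 at day 13 (difference 14.4, adjusted p = 0.000246), 4.86 and -9.94 at day 27 (14.8, adjusted p = 3.59e-05) and 5.55 and -10.3 at day 42 (15.9, adjusted p = 0.000623). B. ovatus did too, with 7.56 and 12.0 at day 13 (-4.41, adjusted p = 0.00771), 7.56 and 16.7 at day 27 (-9.14, adjusted p = 0.000803) and 11.0 and 15.6 at day 42 (-4.55, adjusted p = 0.0313). At day 13, C. scindens had -4.11 and -0.140 (-3.97, adjusted p = 0.00177) and P. distasonis 4.91 and 1.69 (3.22, adjusted p = 0.0288). At day 27, B. thetaiotaomicron had -0.356 and -5.16 (4.81, adjusted p = 0.0140) and P. distasonis 3.39 and -0.256 (3.65, adjusted p = 0.000623). At day 42, B. cellulosilyticus WH2 had 8.06 and 22.0 (-13.9, adjusted p = 0.0140) and C. scindens -0.780 and -2.74 (1.96, adjusted p = 0.0420). Leaving out each mouse in turn kept 9 of the 12 calls throughout. It ended P. distasonis at day 13 (2.78 to 4.02, highest adjusted p = 0.0578) without E1 LF-first mouse 2, 3 or 7 or E2 LF-first mouse 3, 5 or 7, B. ovatus at day 42 (-5.71 to -3.80, highest adjusted p = 0.0592) without E1 LF-first mouse 1, 2 or 7 or E2 LF-first mouse 2, 3, 5 or 7, and C. scindens at day 42 (1.56 to 2.24, highest adjusted p = 0.0802) without E1 LF-first mouse 3 or 5, E1 HF-first mouse 9, 11, 12, 13 or 14, E2 LF-first mouse 2, 3, 5, 6 or 7 or E2 HF-first mouse 8, 13, 14 or 15. Experiment, inoculum and sequencing run cannot be told apart here.

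The cecal minus fecal difference, in percentage points, differed between the experiments in 7 of 24 permutation tests. In LF-first mice, B. ovatus had -1.21 in E1 and -4.89 in E2 (lower in 7 of 7 mice each; difference 3.68, adjusted p = 0.0187), R. obeum -3.50 (7 of 7 lower) and 0.501 (3 of 7 lower; -3.998, adjusted p = 0.0443), C. aerofaciens -1.44 (7 of 7 lower) and -0.0146 (3 of 7 lower; -1.42, adjusted p = 0.0140), B. thetaiotaomicron 1.63 (0 of 7 lower) and 0.570 (1 of 7 lower; 1.06, adjusted p = 0.04995) and D. longicatena -0.245 and 0.00521 (1 of 7 lower each; -0.250, adjusted p = 0.0245). In HF-first mice, B. caccae had 13.3 (0 of 7 lower) and 0.864 (4 of 8 lower; 12.4, adjusted p = 0.0425) and B. cellulosilyticus WH2 -6.81 (7 of 7 lower) and 0.674 (5 of 8 lower; -7.49, adjusted p = 0.0187). The D. longicatena value of E1 came from mouse 4: without it E1 had 9.43e-05 and the difference was -0.00511 (adjusted p = 0.0425, permutation), and without any 1 of the 7 E2 mice the call ended (highest adjusted p = 0.698). Leaving out each mouse kept the calls of B. ovatus and B. cellulosilyticus WH2 throughout. It ended those of B. caccae (9.94 to 14.1, highest adjusted p = 0.0679) without E1 mouse 8, 10, 11 or 14 or E2 mouse 10, 11, 12 or 13, R. obeum (-4.58 to -3.27, highest adjusted p = 0.112) without E1 mouse 2, 3, 4 or 6 or E2 mouse 2, 3, 4, 5 or 7, C. aerofaciens (-1.63 to -0.733, highest adjusted p = 0.0734) without E2 mouse 2, 3, 4, 5 or 7, and B. thetaiotaomicron (0.746 to 1.22, highest adjusted p = 0.145) without E1 mouse 3, 4, 5 or 6 or any E2 mouse.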

How the results depend on the processing

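The alternatives that left out the library under 1000 reads, libraries under 50000 reads or the smaller run, each mouse for the D. longicatena maximum and the differences between experiments, the day before for summed Firmicutes, leaving out 1 library at day 41 or day 16, and pace with all mice that have the day, were chosen after seeing the data; the others were planned. Among the species past the threshold in a comparison, calls kept and lost were 152 and 2 with values under 0.003% set to 0, 151 and 3 with adjustment within one comparison, 148 and 6 with thinned counts, 146 and 8 with hits without genome normalization, 142 and 12 with log2 percent and again with edgeR, 122 and 30 on centred log ratios (2 reversed), 117 and 20 a day before (12 reversed), and 1505 and 180 over all leave-one-out settings, in which 28 of the 154 calls ended at least once. Without GAI libraries 13 were kept and 3 lost, and none of 16 was lost without libraries under 50000 reads nor of 8 without the smaller run. Centring moved log2 changes by -0.48 to 0.71 on average. For D. longicatena 3 reads stood for more than 0.003% in some libraries, mostly of E1, so absence under that limit was not measured there. Values below are the alternative with the main value in brackets, and beyond fewer mice or a stricter presence limit the cause was not tested.

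With the mouse as a replicate block, cecal calls went to 0 (5) over all groups by exact sign-flip test, with 0 (2) in E1 LF-first, 0 (2) in E1 HF-first and 0 (1) in E2 LF-first mice, where 8, 4 and 6 species had an unadjusted p under 0.05 and edgeR called 1 in each. The smallest p that 7 mice allow is 0.0156, which here adjusted to 0.0577. Day 42 against day 13 gave 1 (0) in E1 LF-first and 2 (5) in E2 LF-first mice. In all, 18 calls ended and 4 began, each given in the report where it is named, and the block changed no other call.

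Counts of species moved as follows. Centred log ratios gave cecum against feces 2 (5), with 0 (2) in E1 LF-first (4 unadjusted, 1 by edgeR) and 0 (1) in E2 LF-first mice (3 unadjusted, 1 by edgeR), the E1 LF-first first switch 2 (4), LF/HPP history in E2 1 (2), and E2 against E1 1 (2) for LF-first mice at day 13 and 4 (7) for HF-first mice at day 27. edgeR gave cecum against feces 3 (5), 1 (2) in each E1 group, the E1 HF-first first switch 8 (5), LF/HPP history 1 (0) in E1 and 4 (2) in E2, and E2 against E1 in LF-first mice at day 13 4 (2). The day before gave day 42 against day 13 in E1 HF-first mice 4 (7), LF/HPP history 2 (0) in E1 and 5 (2) in E2, and E2 against E1 in LF-first mice at day 27 4 (2). Log2 percent gave the E1 LF-first cecum 1 (2), day 42 against day 13 in E2 LF-first mice 3 (5) and LF/HPP history in E2 5 (2). Thinning gave that E2 LF-first comparison 3 (5). Hits without genome normalization gave LF/HPP history in E2 4 (2), adjustment within one comparison gave it 5 (2), and each gave E2 against E1 in LF-first mice at day 42 1 (2).

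Without each mouse in turn, E2 against E1 in LF-first mice ranged over 1 to 7 (2) at day 13 (7 without E1 mouse 5, 4 without E1 mouse 1 or 7, 1 without E2 mouse 2 or 6), 2 to 6 (2) at day 27 (4 without E1 mouse 4, 6 without mouse 5) and 0 to 4 (2) at day 42 (4 without E1 mouse 4 or 5, 1 without E1 mouse 1, 2 or 7 or E2 mouse 1, 0 without any other E2 mouse), and in HF-first mice at day 27 over 4 to 6 (7; 4 without E1 mouse 8 or 9 or E2 mouse 11, 12, 13 or 14). LF/HPP history ranged over 0 to 1 (0) in E1 (1 without LF-first mouse 7) and 1 to 5 (2) in E2 (5 without LF-first mouse 4, 4 without HF-first mouse 13, 1 without LF-first mouse 1, 3 or 7 or HF-first mouse 10, 11, 12, 14 or 15). Day 42 against day 13 in E2 LF-first mice ranged over 1 to 4 (5; 1 without mouse 2, 2 without mouse 1 or 5, 3 without mouse 3 or 4), the E1 LF-first first switch over 4 to 7 (4; 7 without mouse 5), and the cecum over 1 to 2 in E1 LF-first (2; 2 only without mouse 5) and 1 to 2 in E2 LF-first mice (1; 2 without mouse 3). The D. longicatena maximum in E1 differed by 0.4998 to 1.07 (0.917), past an unadjusted 0.05 only without LF-first mouse 1, 3, 5 or 7, and by 0.934 from day 12 on (0.708 without the day 16 library of LF-first mouse 2, exact permutation p = 0.0839).

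Bray-Curtis distance gave PCoA axis 1 43.0% (51.8%), omitting days 1 and 2 57.9%, and Bray-Curtis the pace difference in E1 at 1 day after the first switch 25.4 (9.88). On log10 percent, R² from day 1 to day 13 was 0.584 (0.244) in E1 and 0.599 (0.300) in E2. Presence of D. longicatena from 0.01% gave 0 (12) and 6 (13) samples in E2 LF-first mice at days 26 to 27 and 41 to 42, and 0 (1), 4 (16) and 1 (12) in E2 HF-first mice at the 3 phase ends. Presence from any read gave 10, 6 and 6 (5, 2 and 2) in E1 LF-first and 7, 2 and 2 (0 each) in E1 HF-first mice, and at days 12 to 13 of E2 6 (0) in LF-first and 10 (1) in HF-first mice.

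Directions that reversed are given in percentage points, or log2 for centred log ratios. The day before, in E1 HF-first mice, gave C. aerofaciens 2.55 (-1.36) at the second switch, and for day 42 against day 13 C. aerofaciens 0.608 (-4.24), C. scindens 3.79 (-3.46), D. longicatena 5.67e-05 (-0.000505), R. obeum 0.890 (-2.49) and summed Firmicutes 3.88 (-6.25). Without the day 41 library of mouse 13, which held 51.1% Firmicutes in 25958 reads, these 6 values were -0.437, -2.38, -1.16, 9.39e-05, -1.68 and -3.76, and 18 calls were kept, 6 lost and 1 reversed. Without each mouse in turn, calls of a difference between experiments ended for 3 of 12 diet and 5 of 7 cecal effects. The day before also gave C. scindens 0.616 (-3.49) for HF/HS history in E1, C. spiroforme -0.0057 (0.0349) at the E2 LF-first first switch, and in E2 LF-first mice at day 42 against day 13 B. cellulosilyticus WH2 4.45 (-3.13; adjusted p = 0.0160, 0.0160 to 0.416 over its alternatives), C. spiroforme -0.00678 (0.0181) and R. obeum -1.25 (2.61). B. thetaiotaomicron went to -2.73 (3.89) for HF/HS history in E2 and 1.58 (-3.35) for E2 against E1 in HF-first mice at day 13, and C. scindens to -4.25 (2.04) there at day 42. Centred log ratios gave D. longicatena, mostly under 0.003% in these groups, 0.36 at the E1 HF-first second switch, 0.13 for day 42 against day 13 and 0.42 for E2 against E1 in HF-first mice at day 13, and B. thetaiotaomicron 0.039 in the latter. Without each mouse in turn, D. longicatena in E2 minus E1 LF-first mice ranged over -0.0205 to 0.00491 (-0.0168) at day 27 and -0.296 to 0.0059 (-0.253) at day 42, above 0 only without E1 mouse 4 (adjusted p = 0.002997 at day 27 and 0.00494 at day 42, with ranges of 0.002997 to 1 and 0.00494 to 1 over their alternatives, among which edgeR called it lower in E2 at day 42).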

Other observations

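The tests of B. thetaiotaomicron in this part were chosen after the time course had been seen. In E2, B. thetaiotaomicron, a versatile forager, was higher 1 day after 3 of the 4 diet switches than at the end of the phase before. It held 25.0% ± 8.34 of feces 1 day after HF-first mice moved to LF/HPP, against 9.45% ± 2.39 at day 13 (SD, higher in 8 of 8 mice, adjusted p = 0.0312 over 8 tests, exact sign-flip test). After the second switch it held 20.6% ± 6.28 in LF-first mice against 13.3% ± 2.00 at day 27 (7 of 7 mice), and 12.4% ± 3.21 in HF-first mice against 8.18% ± 1.90 (8 of 8 mice, 1 of them with 904 reads; adjusted p = 0.0312 each, exact sign-flip test). LF-first mice did not pass 1 day after the first switch, at 9.83% ± 1.30 against 10.7% ± 1.28 (higher in 1 of 7 mice, adjusted p = 0.188). In E1 it fell by 1.92 percentage points in HF-first mice after the first switch (7 of 7 mice, adjusted p = 0.0312, exact sign-flip test). The other 3 changes in E1, of -0.839, 1.43 and -0.891 percentage points, did not pass (lowest adjusted p = 0.188). Whether these changes differed between the experiments was not tested.

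D. longicatena was present at or over 0.003% in 16 of 16 samples of days 26 and 27 and 12 of 16 samples of days 41 and 42 in E2 HF-first mice. In E1 HF-first mice it was so in 0 of 14 and 0 of 13 samples of those days, and last in mouse 9 at day 15 (0.00752%, 3 reads). The study described the species as undetectable in HF-first mice from the end of the second phase on, and in E2 these samples do not show that. Reads of organisms outside the community stay open for E2.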
